A study of Mus musculus with 16 samples.

How the data were processed

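Total RNA depleted of ribosomal RNA was sequenced from 16 cultures of an embryonic stem cell line, in 4 groups of 4 (2 clones with 2 replicates each). The deposited values were raw read counts per gene, per the labels and the values themselves, which were whole numbers with a different total in each library. The aligner, the counting tool, the genome build, the annotation and the strand setting were not stated. Of the 52636 gene identifiers, 52489 were matched to GENCODE M21 for symbols, positions, exon lengths and GC content, and 147 were not. Exon overlaps with other genes were read from the same annotation, and reads in them could not be assigned, since strandedness was not stated.

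The groups, the comparisons, the tests, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. Groups, clones and replicate numbers came from the sample titles, and the treatment times and doses from the labels. The comparisons were 2h against 0h, 4h against 0h, 4h against 2h, rev against 4h and rev against 0h. The design held no culture given the vehicle of 4-hydroxytamoxifen and none kept for 6 h without a MEK inhibitor, so neither effect could be separated.

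Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr over the 4 groups, which left 12215, and scaled with TMM factors, which ranged from 0.463 to 1.47. A quasi-likelihood model with group and clone was fitted to all 16 libraries, and each comparison was a two-sided contrast with Benjamini-Hochberg adjustment over the tested genes at 0.05. For the gene lists fixed in advance, p was also adjusted over each list alone. Standard errors were obtained from the log2 fold change and the F statistic. A model with 8 group and clone cells gave the differences in response between the clones. CPM values use the TMM-scaled library size. Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes.

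Overlaps between comparisons are counts of genes called in both. Reversal is the negative ratio of the rev minus 4h change to the 4h minus 0h change on the log2 scale, with its SD over the 4 clone and replicate numbers. A pairing of cultures by clone and replicate number comes from the sample titles alone, since no label states that same-numbered cultures were handled together. It was checked by correlating the residuals of same-numbered cultures, and the model was refitted with it as a replicate block.

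Genes were named by rule. For 2h against 0h, 4h against 0h and rev against 4h these were the 5 genes in each direction with the largest absolute log2 fold change, and for the other comparisons the 3 in each direction. They had an adjusted p under 0.05, a mean of at least 5 CPM and the same direction in all 4 same-numbered differences. The 3 genes with the smallest adjusted p were named for the clone effect and for each difference in response between clones. Genes of the fixed lists were named where needed, and 1 list gene is not reported here. Where a named gene is also given in a comparison that did not select it, that was decided after its values were seen.

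The depth was the total count per library, from 2172651 to 12680303. A count of 3 was taken as the floor, and a fold change against a group with all libraries at or under it was computed against the floor and given as a lower bound. Intervals and floors cover counting error only, as the libraries had no molecular identifiers in the table.

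Alternatives were RLE size factors, library size without a composition factor, no low-count filter, a mean of at least 1 CPM as the filter, no clone covariate, the replicate block, only the 2 groups compared, an absolute log2 fold change of at least 1, DESeq2 1.42.0 (Wald test), genes for the reversal chosen in another comparison or in the other clone, and leaving out each library. Removing the 8 most abundant models, and adding their percent of counts as a covariate, were chosen after seeing the data. Shares were compared with exact permutation tests over all 70 splits of 8 libraries and, after those results were seen, over the 36 splits that exchange labels only within a clone. Other splits of the 8 libraries of a comparison were fitted to those 8 libraries alone, with their own TMM factors and clone as a covariate, and splits between clones to all 16 libraries with group as a covariate.

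The pipeline was tested on simulated data with the depths and dispersion of these libraries and 200 changed genes. It recovered 92% of them at 4h against 0h and 65% in rev against 4h, with 8 and 6 false calls. For 2h against 0h, where no change was simulated, it made 1 false call, and it made no call for the differences between clones. A simulated reversal of 0.5 was measured as 0.492 for induced and 0.525 for repressed genes. Simulated changes at 4h were at least 2-fold, whereas genes called at 4h against 0h had a median absolute log2FC of 0.53. Recovery of smaller changes at 4h was therefore not measured. The share of the 8 most abundant models was not varied by group, so the simulation does not test a shift in composition.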

Results

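RNA was sequenced from 16 cultures of a mouse embryonic stem cell line with an inducible construct that switches on the ERK pathway when 4-hydroxytamoxifen is added. Cells had been kept for 48 h with an FGF receptor inhibitor (PD17, 250 nM) in place of the MEK inhibitor of their usual medium. The 4 groups were cells before induction (0h), cells after 2 h (2h) or 4 h (4h) of 250 nM 4-hydroxytamoxifen, and cells given a MEK inhibitor for a further 2 h after the 4 h induction (rev). Each group held 4 cultures, 2 from clone 4 and 2 from clone 8. The deposited values were raw read counts for 52636 gene identifiers, made from total RNA depleted of ribosomal RNA.

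Total counts per library ranged from 2172651 (2h, clone 4 replicate 2) to 12680303 (2h, clone 8 replicate 1), with a median of 6502783. The 8 most abundant gene models took 42% (4h, clone 4 replicate 1) to 80.4% (rev, clone 8 replicate 2) of a library's counts. Among these models were the ribosomal RNA model CT010467.1 (ENSMUSG00000106106), with a mean of 20.8% of counts, Gm26917 (ENSMUSG00000097971) with 12.8%, Lars2 (ENSMUSG00000035202) with 6.39% and Mir6236 (ENSMUSG00000098973) with 6.27%. Without these 8 models the libraries held 896905 to 5693723 counts. The share of the 8 models averaged 60.7% ± 2.39 at 0h, 58.5% ± 4.05 at 2h, 54.1% ± 9.31 at 4h and 65.9% ± 10.6 in rev (mean ± SD, n = 4 libraries each). Among 5 two-sided exact permutation tests on this share, the smallest p was 0.171, for rev against 4h (difference 11.8 percentage points), with a Benjamini-Hochberg adjusted p of 0.514. These tests ignored clone. In exact permutation tests within clone, added after seeing these results, the p for rev against 4h was 0.0556 (adjusted p 0.278), the smallest that the 36 splits can give. Its difference was 11.8 percentage points in each clone, with rev higher in 4 of 4 same-numbered pairs. A signal of 3 counts, taken as the detection floor, corresponded to 0.213 to 1.35 CPM depending on the library (CPM are counts brought to a common library size, scaled by TMM), and such floors cover counting error only.

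**Figure D1:**
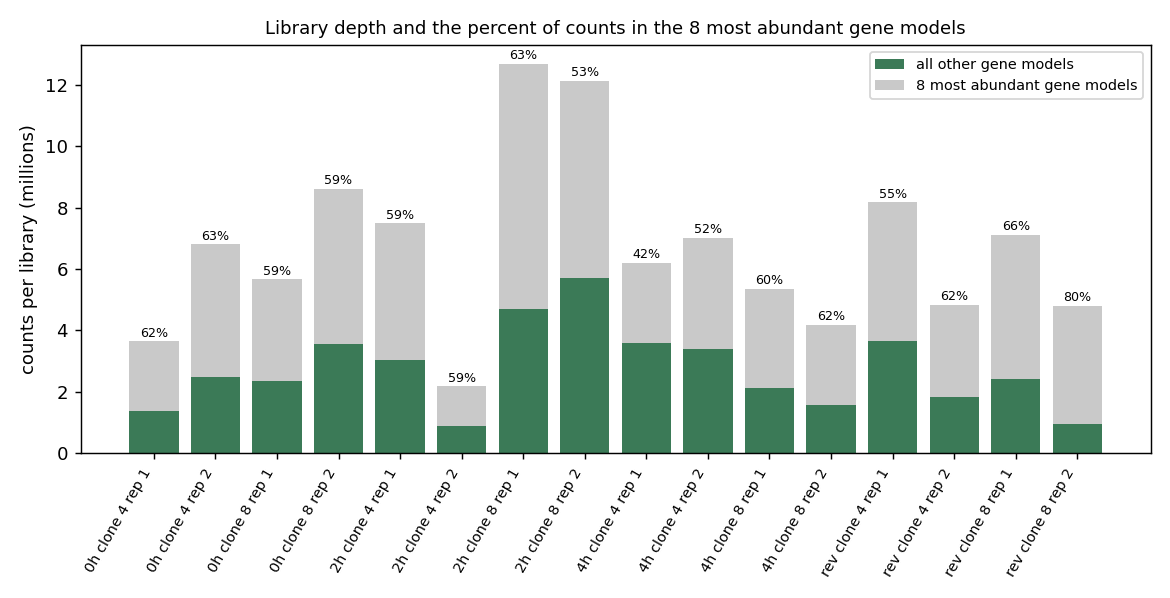
Counts per library (y axis) for the 16 libraries (x axis, by group, clone and replicate), divided into the 8 most abundant gene models (grey, with their percent of counts written above) and all other models (green). The share of the 8 models ran from 42% to 80%, and the library with the fewest counts was 2h, clone 4 replicate 2.

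After filtering, 12215 genes were tested, and the edgeR biological coefficient of variation was 0.0795. Log2 CPM of libraries of the same group and clone correlated across genes with r from 0.968 to 0.990, and libraries of the same group but different clones with r from 0.950 to 0.979. These correlations were taken across genes, which are not independent replicates. In a principal component analysis of the 500 most variable genes, PC1 carried 35.5% of the variance and PC2 25.7%. The 0h and 4h libraries lay at opposite ends of PC1 within each clone, with rev between them. Clone 4 libraries lay above clone 8 libraries of the same group on PC2.

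**Figure D2:**
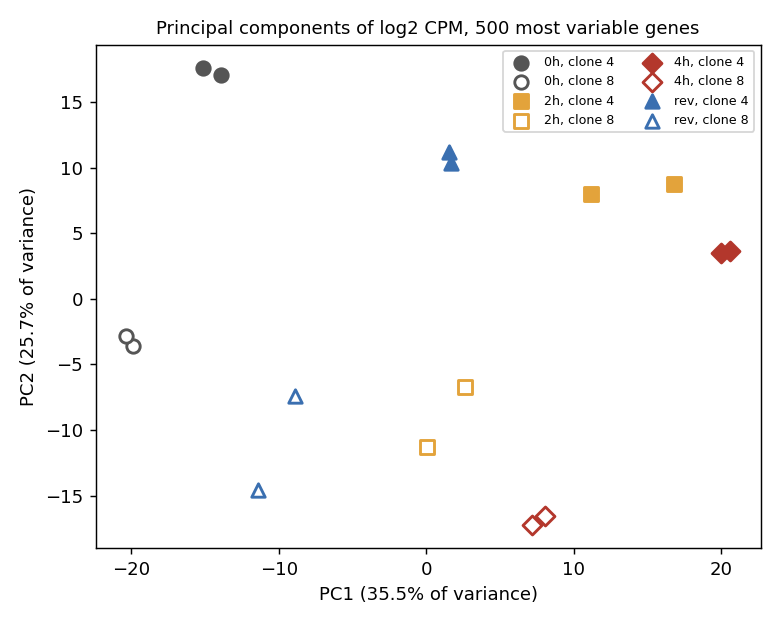
First and second principal components (x and y axes, unitless scores) of log2 CPM of the 500 most variable genes, with a point per library, colour and shape for the group, and filled (clone 4) or open (clone 8) symbols. In each clone the order along PC1 was 0h, rev, 2h, 4h, and PC2 separated the clones within each group.

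The first comparison, 2h against 0h, asked which transcripts changed within 2 h of ERK activation. In the edgeR quasi-likelihood test, 1390 genes were higher and 1182 lower (adjusted p under 0.05), of which 179 and 166 changed at least 2-fold. Among the settings tried, the 2-fold threshold gave the fewest higher genes (179) and scaling by library size alone the fewest lower genes (134, with 204 higher). With the replicate block, in which cultures with the same clone and replicate number were treated as paired, 1338 genes were higher and 1137 lower, and 93.5% of the genes called without it were called again. The pairing had little support in the counts: residuals of same-numbered cultures correlated across genes with a mean r of 0.0132 (range -0.318 to 0.210 over 12 pairs of groups within a clone, 6107 genes).

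Values of single genes are mean CPM ± SD (n = 4 libraries), and log2 fold changes (log2FC) carry the standard error (SE) of the edgeR fit. Positions are GENCODE M21 (GRCm38) gene spans looked up by identifier, since the build behind the counts was not stated. Spry4 (ENSMUSG00000024427, chromosome 18, 38586247 to 38601415) had the largest increase at 2h among genes that met the naming rule, from 0.998 ± 0.557 to 146 ± 8.25 CPM (log2FC 7.15, SE 0.16, adjusted p 3.5e-27). Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) rose from 1.03 ± 0.680 to 33.9 ± 11.4 CPM (log2FC 4.96, SE 0.21, adjusted p 3.3e-19). Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489) rose from 1.25 ± 0.448 to 30.2 ± 1.92 CPM (log2FC 4.54, SE 0.18, adjusted p 1.4e-19). Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) rose from 26.3 ± 5.56 to 478 ± 137 CPM (log2FC 4.10, SE 0.15, adjusted p 1.5e-20), by less in clone 8 than in clone 4 (difference in log2FC -1.04, adjusted p 0.0226, not past the threshold when scaled by library size alone). Phlda1 (ENSMUSG00000020205, chromosome 10) rose from 0.794 ± 0.340 to 13.6 ± 2.61 CPM (log2FC 3.97), with clone 4 replicate 2 at 17.5 CPM against 11.8 to 12.7 in the other libraries, and an antisense gene overlaps its exons. Egr3 (ENSMUSG00000033730) had 0 counts in every 0h library and was at least 15.4-fold higher at 2h and at least 15.9-fold higher at 4h, measured against the detection floor.

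The 5 genes with the largest decreases at 2h under the same rule lost less on the log2 scale than these genes gained. Elf3 (ENSMUSG00000003051, chromosome 1, 135253575 to 135258568, with an antisense overlap) went from 88.8 ± 7.36 to 22.9 ± 1.94 CPM (log2FC -1.98, SE 0.11, adjusted p 1.1e-15). Ddit4 (ENSMUSG00000020108, chromosome 10) went from 27.2 ± 10.01 to 7.67 ± 1.46 CPM (log2FC -1.85, SE 0.16, adjusted p 6.7e-11). Camk2n1 (ENSMUSG00000046447) had a log2FC of -1.72 and Nupr1 (ENSMUSG00000030717) of -1.42. Pnpla3 (ENSMUSG00000041653), whose exons overlap another gene on the same strand, had a log2FC of -1.44.

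At 4h against 0h, which asked what a longer induction changed, 2098 genes were higher and 2048 lower, of which 305 and 424 changed at least 2-fold. The replicate block gave 2072 higher and 1996 lower, with 96.8% of the genes called again. Of the 1390 genes higher at 2h, 1125 were also higher at 4h, and of the 1182 lower at 2h, 900 were also lower at 4h. Another 969 genes were higher at 4h without being called at 2h. Of the genes higher at 4h and not called higher at 2h, 208 were also higher at 4h than at 2h in the direct test. Spry4 reached 245 ± 32.3 CPM at 4h (log2FC 7.88, SE 0.16, adjusted p 4.6e-29), Dusp6 55.2 ± 10.7 CPM (log2FC 5.40, SE 0.17, adjusted p 8.1e-23) and Myc 31.2 ± 7.86 CPM (log2FC 4.88, SE 0.21, adjusted p 9.7e-19). Trh (ENSMUSG00000005892, chromosome 6, 92242061 to 92244650) rose from 0.920 ± 0.104 to 43.0 ± 12.5 CPM (log2FC 5.45, SE 0.19, adjusted p 1.4e-21). Snai3 (ENSMUSG00000006587, chromosome 8, 122454208 to 122460733) rose from 0.603 ± 0.636 to 19.3 ± 5.25 CPM (log2FC 5.26, SE 0.27, adjusted p 5.6e-17). The largest decreases under the naming rule were those of Nupr1 (log2FC -2.63, SE 0.23), Csf3r (ENSMUSG00000028859, log2FC -2.36, SE 0.19), Rasgrp1 (ENSMUSG00000027347, log2FC -2.06, SE 0.17), Ddit4 (log2FC -2.04, SE 0.17) and Elf3 (log2FC -1.93, SE 0.11), with adjusted p from 6.8e-11 to 1.8e-15. Elf3 fell by less in clone 8 than in clone 4 (difference in log2FC 0.91, adjusted p 0.00636).

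**Figure D3:**
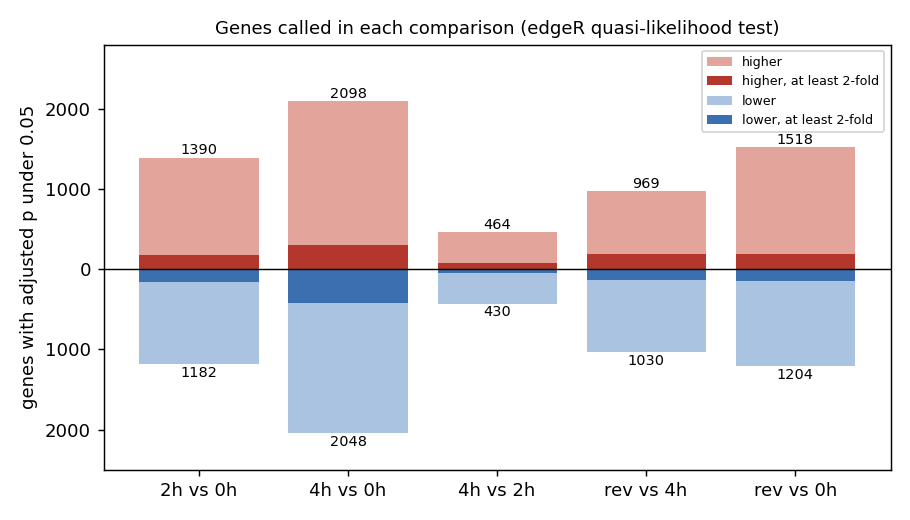
Genes with adjusted p under 0.05 in the edgeR test (y axis, number of genes, lower genes drawn downward) for the 5 comparisons (x axis), with darker bars for changes of at least 2-fold. The comparison 4h against 0h had 2098 higher and 2048 lower genes, and 4h against 2h had 464 and 430.

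The direct test of 4h against 2h asked which genes went on changing between the 2 time points, and it found 464 genes higher and 430 lower (74 and 45 at least 2-fold). With the replicate block these were 426 and 368, with 87.5% of the genes called again. Of the 2098 genes higher at 4h than at 0h, 397 were also higher at 4h than at 2h. Of the 1390 genes higher at 2h than at 0h, 74 were lower at 4h than at 2h. Ccnd2 (ENSMUSG00000000184, chromosome 6, with 2 antisense overlaps) rose from 2.54 ± 1.97 to 15.6 ± 10.2 CPM (log2FC 2.82, SE 0.22, adjusted p 1.4e-10), Trh from 9.69 ± 4.52 to 43.0 ± 12.5 CPM (log2FC 2.29, SE 0.12, adjusted p 4.3e-15) and Jade2 (ENSMUSG00000020387) from 3.94 ± 1.83 to 11.8 ± 4.29 CPM (log2FC 1.76, SE 0.22, adjusted p 7.7e-07). Csf3r (log2FC -1.48), Pag1 (ENSMUSG00000027508, log2FC -1.44) and A4galt (ENSMUSG00000047878, log2FC -1.43) had the largest decreases. Pag1 lost its call without the clone covariate, and 1 of the 4 A4galt values at 2h (17.1 CPM, clone 4 replicate 2) lay below the other libraries (23.5 to 23.8 CPM). Egr1 was lower at 4h than at 2h (log2FC -0.75, SE 0.12, adjusted p 9.98e-05), a call that was lost when scaled by library size alone, without the clone covariate and in DESeq2. Fos (ENSMUSG00000021250) was also lower (log2FC -1.41, SE 0.21, adjusted p 2.5e-05). For Myc no difference was detected (log2FC -0.08, adjusted p 0.755), and its sign changed when 1 library of the 2h group was left out.

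The comparison of rev with 4h asked which changes were undone when MEK was inhibited after induction. It combines the inhibitor with 2 further hours of culture, because no culture was kept for that time without the inhibitor. In this comparison 969 genes were higher and 1030 lower (188 and 140 at least 2-fold), or 937 and 1012 with the replicate block, with 95.4% of the genes called again. With the percent of counts in the 8 most abundant models as a covariate, an alternative chosen after seeing the data, the counts were 577 and 652. Scaled by library size alone they were 57 and 1671, so that 3.30% of the called genes were higher against 48.5% under TMM. That scaling moved the median log2FC of all tested genes to -0.41 for rev against 4h, -0.32 for rev against 0h and 0.10 for 4h against 2h, whereas under TMM these medians were 0.01, -0.01 and 0.00. Directions of change in rev are therefore stated relative to the median gene.

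Of the 2098 genes higher at 4h than at 0h, 657 were lower in rev than at 4h and 21 were higher. Of the 2048 genes lower at 4h, 570 were higher in rev than at 4h and 3 were lower. The reversal of a gene is the part of its 4h log2 change that was undone in rev. Its median was 0.378 ± 0.0480 for the induced genes and 0.473 ± 0.0762 for the repressed genes (SD over n = 4 clone and replicate numbers). These medians are under TMM and were not computed with library size alone. There the median log2FC of rev against 4h over all genes was -0.41. With genes chosen on 2h against 0h, which shares no library with rev against 4h, the medians were 0.265 and 0.395. A further 378 genes higher and 370 genes lower in rev than at 4h had not been called at 4h against 0h.

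**Figure D4:**
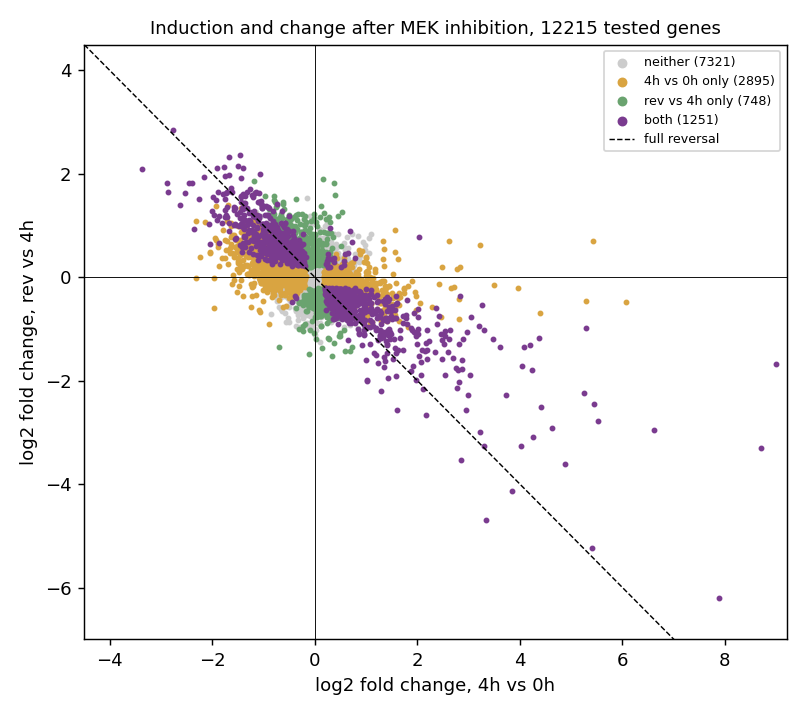
Log2FC of rev against 4h (y axis) plotted on log2FC of 4h against 0h (x axis) for the 12215 tested genes, coloured by the comparison in which they were called, with a dashed line where the 4h change was fully undone. Both comparisons called 1251 genes, of which 657 were higher at 4h and lower in rev and 570 were lower at 4h and higher in rev, under TMM scaling.

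Spry4 had the largest decrease from 4h to rev, to 3.12 ± 1.20 CPM (log2FC -6.20, SE 0.14, adjusted p 1.2e-27). Dusp6 fell to 1.59 ± 0.667 CPM (log2FC -5.24, SE 0.17, adjusted p 4.0e-22), Egr1 to 10.7 ± 6.41 CPM (log2FC -4.70, SE 0.18, adjusted p 1.7e-20) and Myc to 2.31 ± 1.06 CPM (log2FC -3.60, SE 0.19, adjusted p 3.5e-16). Id3 (ENSMUSG00000007872, chromosome 4) fell from 27.6 ± 1.23 to 2.57 ± 0.803 CPM (log2FC -3.54, SE 0.22, adjusted p 2.6e-14). Its rise at 2h had been smaller in clone 8 than in clone 4, from a higher 0h level in clone 8. The largest increases were those of Rgma (ENSMUSG00000070509, chromosome 7, with an antisense overlap) from 7.55 ± 2.43 to 31.3 ± 1.25 CPM (log2FC 2.14, SE 0.14, adjusted p 8.6e-14) and S1pr1 (ENSMUSG00000045092, chromosome 3) from 1.94 ± 0.396 to 8.55 ± 1.89 CPM (log2FC 2.13, SE 0.23, adjusted p 1.3e-08). Gadd45b (ENSMUSG00000015312, log2FC 1.63, with rev clone 4 replicate 1 at 19.1 CPM against 15.7 to 16.2 in the other libraries) and Spic (ENSMUSG00000004359, log2FC 1.61) followed. The microRNA model Gm25732 (ENSMUSG00000092909) also met the rule (log2FC 1.91, adjusted p 0.0439), but its rev values were 41.5 ± 58.8 CPM. That call was lost without the clone covariate, with the replicate block and in DESeq2, and its log2FC was -0.74 with the share of the 8 models as a covariate.

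Against 0h, which asked what remained changed after MEK inhibition, 1518 genes were higher in rev and 1204 lower (186 and 143 at least 2-fold), or 1506 and 1165 with the replicate block, with 94.3% of the genes called again. Scaled by library size alone, 10.4% of the called genes were higher, against 55.8% under TMM. Of the 2098 genes higher at 4h than at 0h, 995 were also higher in rev than at 0h, and 812 of these were not lower in rev than at 4h. The other 183 of the 995 were lower in rev than at 4h. Of the remaining induced genes, 465 had fallen from 4h and were not called against 0h, and 9 had fallen below 0h. Cavin1 (ENSMUSG00000004044, chromosome 11, 100956733 to 100970887) rose from 4.14 ± 1.06 CPM at 0h to 47.4 ± 14.9 at 4h and was at 43.9 ± 8.01 CPM in rev (log2FC against 0h 3.34, SE 0.16, adjusted p 9.6e-17). Its difference between rev and 4h was not detected (log2FC -0.15, SE 0.11, adjusted p 0.380). Snai3 (log2FC 3.01, SE 0.38, adjusted p 4.8e-07) and Trh (log2FC 2.99, SE 0.27, adjusted p 3.7e-10) were also above 0h in rev, with log2FC of -2.24 and -2.45 from 4h to rev. Jade2 was above 0h in rev (log2FC 1.65, SE 0.24, adjusted p 5.5e-06) and not detectably different from 4h (log2FC -0.17, adjusted p 0.588), a difference whose sign changed with the share of the 8 models as a covariate. Csf3r (log2FC -1.43), Ddit4 (log2FC -1.40) and the short RNA gene Rny3 (ENSMUSG00000064945, log2FC -1.27, with 1 library of 0h at 71.7 CPM against 18.6 to 28.9 in the other 3, and 1 of rev at 24.8 CPM against 12.6 to 13.5) had the largest decreases under the rule.

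A list of 21 ERK feedback and immediate-early genes was fixed before the data were examined, and 19 of them passed the expression filter. Egr2 and Fosb did not, with at most 15 and 17 counts in any library. At 2h 17 of the 19 genes were higher than at 0h, and at 4h all 19 were higher, with the same counts when p was adjusted over the list alone. With library size alone 13 were called higher at 2h and 18 at 4h. The median log2FC of the list was 2.14 at 2h and 2.01 at 4h, and each of the 19 genes had a positive log2FC in both comparisons under every scaling tried. Between 2h and 4h, 6 list genes were higher and 2 lower, or 8 and 2 when p was adjusted over the list alone. In rev 18 of the 19 were lower than at 4h, and all 19 had a negative log2FC under every scaling, library size alone included. The exception among the calls was Spred2 (ENSMUSG00000045671), which was higher at 4h than at 0h (log2FC 0.41, SE 0.09, adjusted p 4.2e-04, no call when scaled by library size alone) and had a log2FC of -0.13 (adjusted p 0.329) from 4h to rev. For Spred2, 1 library at 0h (35.2 CPM) and 1 at 2h (54.3 CPM) lay away from the other libraries of the group. Etv4 (ENSMUSG00000017724) rose from 7.79 ± 2.43 to 49.5 ± 7.48 CPM at 4h (log2FC 2.62, SE 0.13, adjusted p 3.6e-17), and Etv5 (ENSMUSG00000013089) from 127 ± 4.64 to 197 ± 10.7 CPM (log2FC 0.63, SE 0.07, adjusted p 5.3e-09).

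Against 0h, 11 of the 19 ERK list genes were higher in rev and 2 were lower under TMM. With library size alone 4 were called higher and 1 lower, and 10 had a positive and 9 a negative log2FC. Relative to the median of all genes, however, the median of the list was 0.38 under TMM and 0.36 with library size alone. Spry4 was above its 0h level (log2FC 1.69, SE 0.32, adjusted p 2.0e-04), as was Myc (log2FC 1.27, SE 0.37, adjusted p 0.0117), whose call was lost with library size alone, without the clone covariate and when 1 library of the rev group was left out. Dusp6 was not detectably different from 0h (log2FC 0.16, SE 0.36, adjusted p 0.797), and its sign changed with library size alone and when 1 library of the 0h group was left out. Below 0h were Egr1 (log2FC -1.36, SE 0.21, adjusted p 1.1e-05) and Spry2 (ENSMUSG00000022114, log2FC -0.31, SE 0.10, adjusted p 0.0292). The Spry2 call was lost with library size alone, without the clone covariate, without the low-count filter and in 6 of the 8 fits that left out a library.

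Of 14 pluripotency genes fixed before the data were examined, 7 were higher and 4 lower at 4h than at 0h, with the same counts over the list alone. In rev 6 were higher and 6 lower than at 4h under TMM. With library size alone 0 were called higher and 6 lower in rev against 4h. There 4 of the 14 had a positive and 10 a negative log2FC, but relative to the median of all genes the median of the list was 0.06 under both scalings. Prdm14 (ENSMUSG00000042414, chromosome 1) went from 31.1 ± 3.30 to 13.1 ± 3.73 CPM at 4h (log2FC -1.27, SE 0.13, adjusted p 9.95e-10), with clone 8 replicate 2 at 18.7 CPM against 10.8 to 11.6 in the other libraries. It was at 26.8 ± 3.07 CPM in rev (log2FC against 4h 1.06, SE 0.13, adjusted p 3.5e-07). Nanog (ENSMUSG00000012396, chromosome 6) went from 394 ± 92.9 to 250 ± 78.5 CPM at 4h (log2FC -0.68, SE 0.07, adjusted p 4.0e-09) and to 392 ± 108 CPM in rev (log2FC against 4h 0.66, SE 0.07, adjusted p 2.5e-08). Its log2FC of rev against 0h was -0.01 (adjusted p 0.920) and became positive in 2 of the 8 fits that left out a library. At 2h the Nanog change was -0.20 (adjusted p 0.0476), and this call was lost in 7 of those 8 fits and under 7 other settings. Klf4 (ENSMUSG00000003032, log2FC -0.35, adjusted p 0.00730) and Tfcp2l1 (ENSMUSG00000026380, log2FC -0.31, adjusted p 0.00287, with a same-strand exon overlap) were also lower at 4h and higher in rev than at 4h. At 4h the calls for Nanog, Klf4 and Tfcp2l1 were lost with library size alone, and those for Klf4 and Tfcp2l1 also without the clone covariate. Calls in rev against 4h for Nanog, Klf4 and Tfcp2l1 were lost without the clone covariate. Those for Nanog, Klf4, Tfcp2l1, Prdm14 and Klf2 were lost with library size alone, and the Tfcp2l1 log2FC became -0.10 there.

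Other pluripotency genes rose at 4h. Nr0b1 (ENSMUSG00000025056, chromosome X) went from 28.6 ± 2.46 to 53.5 ± 8.68 CPM (log2FC 0.91, SE 0.08, adjusted p 1.2e-10), Klf5 (ENSMUSG00000005148) from 110 ± 23.4 to 187 ± 35.7 CPM (log2FC 0.76, SE 0.12, adjusted p 4.4e-06) and Sox2 (ENSMUSG00000074637) from 172 ± 5.51 to 226 ± 27.3 CPM (log2FC 0.38, SE 0.07, adjusted p 8.9e-05). The Klf5 increase was larger in clone 8 than in clone 4 (difference in log2FC 0.83, adjusted p 0.00999, lost with library size alone), and the Sox2 call was lost with library size alone. Klf2 (ENSMUSG00000055148, chromosome 8) did not differ detectably between 4h and 0h (log2FC -0.08, adjusted p 0.471) and was higher in rev, at 274 ± 19.97 CPM, than at 0h, at 180 ± 21.7 CPM (log2FC 0.61, SE 0.08, adjusted p 1.4e-06, no call with library size alone).

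**Figure D5:**
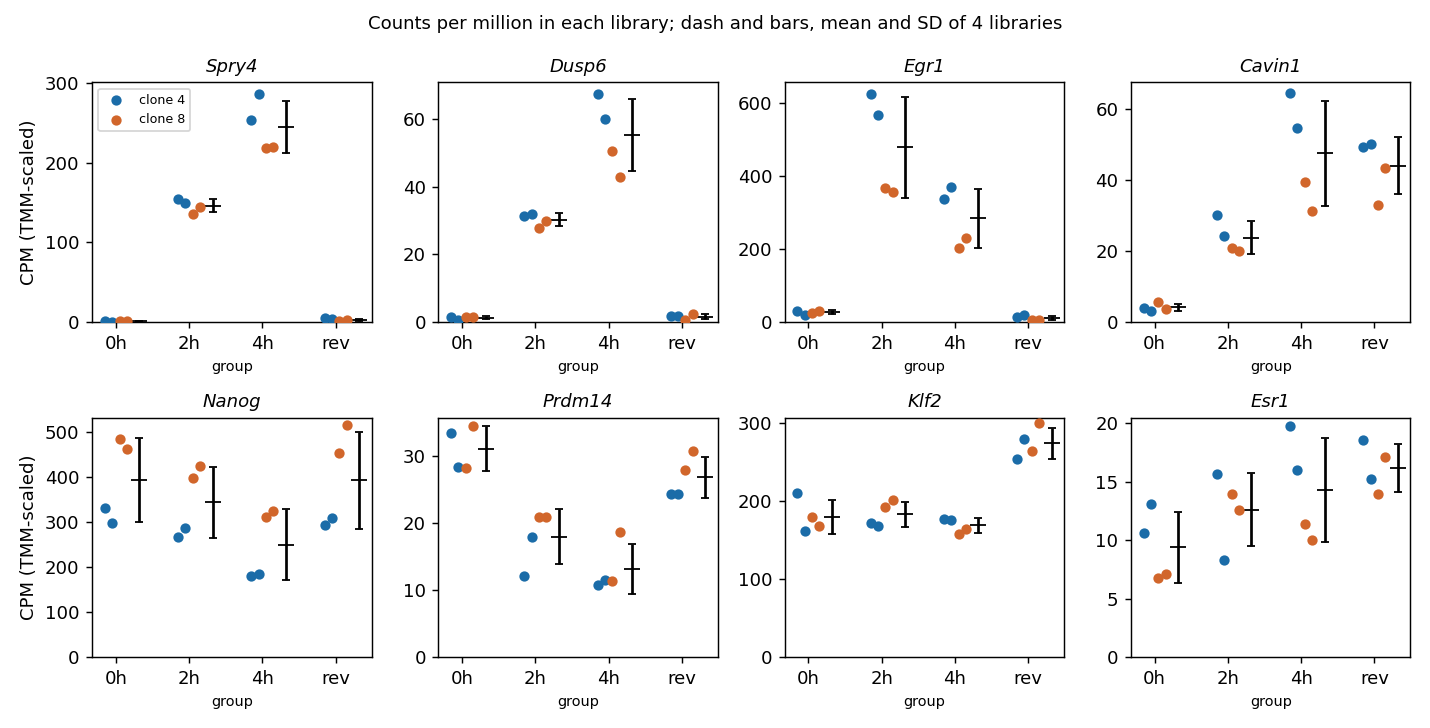
TMM-scaled CPM (y axes) in each library of the 4 groups (x axes) for 8 genes, coloured by clone, with a dash and bars for the mean and SD of 4 libraries. From 4h to rev, Spry4 went from 245 to 3.12 CPM, Dusp6 from 55.2 to 1.59 and Egr1 from 284 to 10.7, while Cavin1 stayed at 43.9 CPM, and Nanog and Prdm14 were lowest at 4h.

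Tamoxifen-inducible constructs carry an oestrogen receptor domain, so Esr1 was read as well, although the table held no separate entry for the construct. Esr1 (ENSMUSG00000019768) rose from 9.41 ± 3.02 CPM at 0h to 14.3 ± 4.48 at 4h and 16.2 ± 2.05 in rev (log2FC against 0h 0.65 and 0.77, adjusted p 0.00245 and 9.5e-04). The rev call was lost with library size alone.

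The design also allowed the clones to be compared. Between clone 8 and clone 4, over all groups, 3555 genes differed, of which 1434 were also called at 4h against 0h. The smallest adjusted p were those of Sfrp1 (ENSMUSG00000031548, log2FC 1.71, SE 0.06, adjusted p 3.4e-20), Acadm (ENSMUSG00000062908, log2FC 1.52, SE 0.06, adjusted p 6.1e-20) and Lefty2 (ENSMUSG00000066652, log2FC 1.68, SE 0.07, adjusted p 6.7e-19), all higher in clone 8. The response itself differed between clones at 11 genes for 2h against 0h, 38 genes for 4h against 0h and 1 gene for rev against 4h. Without the low-count filter, the alternative that moved these counts most, they were 68, 127 and 16. The 3 genes with the smallest adjusted p at 2h were Id3, Nefm (ENSMUSG00000022054, with an antisense overlap) and Ube2d2a (ENSMUSG00000091896, with a same-strand overlap), and none of these calls held with library size alone. At 4h they were Peg10 (ENSMUSG00000092035), Mras (ENSMUSG00000032470) and Plec (ENSMUSG00000022565, with a same-strand overlap). Mras and Plec shared their adjusted p (0.00636) with Id3 and Elf3, and at 2h Ube2d2a shared its adjusted p with Egr1. Peg10 rose by 3.11 in clone 4 and by 1.14 in clone 8 on the log2 scale (difference -1.96, SE 0.25, adjusted p 4.0e-05). The calls for Mras and Plec were lost with library size alone. In rev against 4h the called gene was Epha2 (ENSMUSG00000006445), which changed by -2.08 in clone 4 and by -1.31 in clone 8 (difference 0.77, SE 0.14, adjusted p 0.0439, lost with library size alone).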

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

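The tests on single distant libraries, on the size of the response in each clone and on the ERK gene list in each clone were chosen only after the results were seen.

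In 9 of 296 sets of 4 libraries examined, 1 library lay far from the other 3, by the ratio of its gap to the range of the set. Chance among many values would give 14.8 such sets at this threshold, so chance may account for all 9, and no biological explanation was tested. The values were Ier2 at 91.0 CPM in 4h clone 8 replicate 2, Spred2 at 35.2 CPM in 0h clone 8 replicate 1 and at 54.3 CPM in 2h clone 4 replicate 2, and Phlda1 at 17.5 CPM in 2h clone 4 replicate 2. Prdm14 was at 18.7 CPM in 4h clone 8 replicate 2, Nr5a2 at 65.3 CPM in 0h clone 4 replicate 2 and A4galt at 17.1 CPM in 2h clone 4 replicate 2. Gadd45b was at 19.1 CPM in rev clone 4 replicate 1, and Rny3 at 24.8 CPM in rev clone 8 replicate 2. The library 2h clone 4 replicate 2 appears 3 times and has the fewest counts, and its Phlda1 and A4galt values rest on 40 and 39 reads.

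The clones differed in their response, by a test of the difference itself in edgeR, at 11 genes for 2h against 0h, 38 genes for 4h against 0h and 1 gene for rev against 4h. At an unadjusted p under 0.05 there were 1228, 1417 and 737 such genes. The response was the smaller in size in clone 8 at 6 of the 11 genes and 24 of the 38. The log2FC of the 2 clones had opposite signs at 7 of the 11 and 22 of the 38, without a requirement that either clone had a detected change. These counts therefore need not describe a weaker response alone. Id3 rose by 4.45 in clone 4 and by 2.38 in clone 8 at 2h on the log2 scale (difference -2.08, SE 0.36, adjusted p 0.0179), and Nefm by 4.03 and 2.82 (difference -1.21, adjusted p 0.0196). For Id3 the clones were alike at 2h (30.3 and 28.9 CPM in clone 4, 29.3 and 30.5 in clone 8). They lay apart at 0h (0.815 and 1.64 CPM in clone 4, 4.66 and 6.52 in clone 8), so the difference came from the 0h level. Ube2d2a had a log2FC of -0.23 in clone 4 and 0.90 in clone 8 (difference 1.12, adjusted p 0.0226). At 4h Peg10 rose by 3.11 and 1.14 (difference -1.96, adjusted p 4.0e-05) and Plec by 1.75 and 0.92 (difference -0.83, adjusted p 0.00636). Mras had a log2FC of -0.51 in clone 4 and 0.77 in clone 8 (difference 1.27, adjusted p 0.00636). In rev against 4h, Epha2 changed by -2.08 in clone 4 and by -1.31 in clone 8 (difference 0.77, adjusted p 0.0439).

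Egr1 and Klf5, from the gene lists fixed in advance, differed between clones at both times. So did Id3 and Nefm, with differences at 4h of -2.01 (adjusted p 0.00636) and -1.10 (adjusted p 0.00999). Elf3 also differed at 4h (difference 0.91, adjusted p 0.00636). The Egr1 difference was -1.04 at 2h (adjusted p 0.0226) and -1.03 at 4h (adjusted p 0.00999), from increases of 4.69 and 3.93 in clone 4 and of 3.65 and 2.91 in clone 8. The Klf5 difference was 0.81 at 2h (adjusted p 0.0241) and 0.83 at 4h (adjusted p 0.00999), from log2FC of 0.21 and 0.36 in clone 4 and of 1.02 and 1.18 in clone 8.

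Each of these differences rests on 2 libraries per clone and group. Without a composition factor (library size only), the calls for Id3 and Nefm at 2h and for Ube2d2a, Mras, Plec and Epha2 were lost. Those for Klf5 at both times and for Egr1 at 2h were lost too, with the direction of all of these unchanged. All of these calls were kept with RLE size factors. Scaling by library size only hardly moved the difference for Id3 (-2.19), Nefm (-1.36), Ube2d2a (1.06), Egr1 at 2h (-1.10) and Klf5 at 2h (0.73), while those for Mras and for Klf5 at 4h fell to 0.66 and 0.21. The gene count was then 3 for 2h against 0h, but 34 for 4h against 0h, within 1.5 times the 38 under TMM. The calls for Peg10 and for Egr1 at 4h were kept. Exons of Ube2d2a and Plec overlap another gene on the same strand, and those of Nefm an antisense gene. A difference in biology between the clones may underlie these values, and with 2 libraries per clone and group it cannot be told apart from differences between single cultures.

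Whether clone 8 responded less than clone 4 over all genes was examined first. Over the 4146 genes called at 4h against 0h the ratio of the clone 8 to the clone 4 median response was 1.01. It was 0.982 after every library was thinned to the same number of counts outside the 8 most abundant models, and 1.01 without those models. With genes chosen in clone 8 alone it was 1.47, and with genes chosen in clone 4 alone it was 0.690, so the choice of genes may produce a smaller or larger response in either clone. In the other comparisons the ratio over called genes was 1.13 at 2h against 0h, 1.13 in rev against 0h, 0.931 in rev against 4h and 0.891 at 4h against 2h, and these ratios were not tested against chance. At 4h against 0h no difference was seen over the called genes, induced and repressed pooled, so the tests of what could cause one there had nothing to decide.

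After their values were seen, the ERK feedback and immediate-early genes were compared between the clones. At 4h, 17 of the 19 had a smaller increase in clone 8, with a median difference of -0.70. The 17 include Egr3, which had 0 counts in every 0h library. Its difference (-1.37, SE 2502) is therefore not a measured one. The difference was past the threshold for 1 gene (Egr1), and 7 had an unadjusted p under 0.05. The ratio over the 4146 genes called at 4h against 0h, induced and repressed together, was 1.01, which does not describe strongly induced genes. Among 10000 random lists of induced genes matched on the size of their increase, with a median difference of -0.31, 7.02% had a difference as low, so other genes with increases of this size also rose less in clone 8, and the size of the induction may account for the pattern. After thinning to 896905 counts per library the median was -0.28 over 17 genes, whose median before was -0.70. In 50 further random thinnings, run after this value was seen, it ranged from -1.06 to -0.09 with a median of -0.53, and was nearer to 0 than before in 36, so thinning leaves the part of depth undecided. Esr1, read for the level of the construct, had a CPM ratio of 0.844 between clone 8 and clone 4 in the 12 induced libraries, and over these the clones overlapped (8.32 to 19.8 CPM in clone 4, 9.998 to 17.1 in clone 8). They did not overlap at 4h alone (19.8 and 16.004 CPM in clone 4, 11.4 and 9.998 in clone 8) or at 0h (10.6 and 13.1, 6.75 and 7.16), and over all groups Esr1 was called lower in clone 8 (log2FC -0.41, adjusted p 0.0055). The level of the construct therefore remains possible. The cultures overlapped as well, with a median increase of the list of 2.05 and 2.88 in clone 4 and of 2.14 and 1.80 in clone 8. The pattern cannot be told apart from an effect of the size of the induction, of the level of the construct or of the depth of the libraries.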

How the results depend on the processing

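Covariates for, or removal of, the 8 most abundant models were tests chosen only after the data were seen, and the other alternatives were set out beforehand.

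Scaling by library size alone changed counts in each comparison. It gave 204 genes higher and 134 lower at 2h against 0h, 554 and 327 at 4h against 0h, 88 and 12 at 4h against 2h, 57 and 1671 in rev against 4h, and 105 higher in rev against 0h. Genes higher at 4h and lower in rev than at 4h became 370, genes lower at 4h and higher in rev 36, induced genes still above 0h in rev 84, and induced genes below 0h in rev 3. Of the genes higher at 2h, 4 were lower at 4h than at 2h, and of those higher at 4h, 75 were higher than at 2h. The clones differed at 2125 genes, and in their response at 3 genes (2h against 0h) and 0 genes (rev against 4h, where 737 had an unadjusted p under 0.05 under TMM). The higher share of called genes was 60.4%, 62.9%, 88%, 3.30% and 10.4% in the 5 comparisons in the order of the report, against 54.0%, 50.6%, 51.9%, 48.5% and 55.8% under TMM. Among named genes, 30 values lost their call without a change of sign. Tfcp2l1 in rev against 4h also lost its call, and its log2FC changed sign (-0.10). The log2FC of Dusp6 in rev against 0h, which had no call under TMM, changed sign as well (-0.094). The cause was not tested for single genes. The median log2FC of all genes in rev against 4h moved to -0.41 under this scaling, as a shared shift would. The direction of this shift goes with the most abundant gene models, whose mean share of counts was 54.1% at 4h and 65.9% in rev. Under this scaling a larger share lowers the values of all other genes. The TMM factor was 1.47 in the library with the lowest share (42%) and 0.463 in that with the highest (80.4%). Higher calls lost in rev against 4h may therefore reflect this share, and why it differed was not tested. At 2h against 0h the median log2FC of all genes hardly moved (-0.015 under TMM, -0.012 with library size alone). Only 13.1% of the genes called there were called again, so a shared shift does not account for the losses at 2h.

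Each count computed stayed within 1.5 times its value with RLE size factors, a filter at a mean of 1 CPM or the replicate block. The same held when fitting only the 2 groups compared or removing the 8 most abundant models. Of these settings, overlaps between comparisons were counted only with RLE and the replicate block, and clone differences only with RLE. Reversals were computed here only with RLE and with genes chosen in the other clone, and each stayed within its SD. With RLE 98.6% to 99.4% of the called genes were called again. The Nanog call (2h against 0h) was lost with RLE, with only the 2 groups compared and with the replicate block, and that of Gm25732 (rev against 4h) with the replicate block.

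Without the clone covariate there were 747 genes higher and 462 lower at 2h, 1323 lower at 4h against 0h, 129 and 90 at 4h against 2h, 418 and 463 in rev against 4h, and 876 and 576 in rev against 0h. The overlaps became 303 (induced, lower in rev), 240 (repressed, higher in rev), 595 (still above 0h), 2 (below 0h), 21 (lower at 4h than at 2h) and 112 (higher at 4h than at 2h), and 15 gene values lost their call.

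With an absolute log2FC of at least 1 the counts were 179 and 166, 305 and 424, 74 and 45, 188 and 140, and 186 and 143. The overlaps became 114, 105, 118, 1, 5 and 58 in the same order. The clones differed at 355 genes, and in response at 16 genes at 4h and 0 in rev against 4h. The median reversal of 4h-induced genes became 0.451. When genes were chosen on 2h against 0h the median reversal of 4h-induced genes was 0.265 and the median reversal of 4h-repressed genes 0.395.

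DESeq2 gave 677 genes lower at 2h, 267 lower at 4h against 2h, 354 repressed genes higher in rev, and 7 and 20 clone differences at 2h and 4h. The higher share at 2h was 63.6%. Without the low-count filter the clone differences were 68, 127 and 16, with Mrpl2 and Peg10 now past the threshold in rev against 4h. The percent of counts in the 8 models as a covariate gave 577 higher and 652 lower in rev against 4h, and log2FC of -0.74 for Gm25732 and 0.23 for Jade2 in that comparison, both with the opposite sign. Calls were lost for Gm25732 (rev against 4h), Egr1 and Prdm14 (both 4h against 2h) with DESeq2, for Spry2 (rev against 0h) without the filter, and for Nanog (2h against 0h) without the filter and with the covariate. For all of these settings the cause was not tested.

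Across the 8 fits that each left out 1 library of a comparison, 1065 to 1446 genes were higher and 740 to 1198 lower at 2h, 1795 to 2059 and 1641 to 1960 at 4h against 0h, 301 to 418 and 261 to 381 at 4h against 2h, 645 to 912 and 732 to 1016 in rev against 4h, and 1221 to 1596 and 843 to 1212 in rev against 0h. Across 16 such fits the overlaps were 488 to 706, 371 to 573, 817 to 1051, 2 to 18, 48 to 77 and 267 to 419, the clones differed at 3088 to 3708 genes, and the reversals were 0.337 to 0.415 and 0.441 to 0.499. Signs changed for Nanog in rev against 0h (range -0.060 to 0.025, positive without 0h clone 4 replicate 1 and, at 0.017, without rev clone 8 replicate 1), for Dusp6 in rev against 0h (-0.15 to 0.44, negative without 0h clone 4 replicate 2) and for Myc in 4h against 2h (-0.17 to 0.047, positive without 2h clone 8 replicate 2). The cause was not tested. Leaving out a library was not run for the clone differences in response, where it would leave an arm with 1 library.

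Of 108 gene values, 100 passed the threshold and 67 of these passed it in every setting that gave a value. Depth limits the weakest genes most: the library with the fewest counts outside the 8 models held 896905, where 3 counts correspond to 1.31 CPM.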

Other observations

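The tests on genes changed only in rev and on Lars2 were chosen only after the results were seen, and the other tests were set out before.

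For each comparison, the 8 libraries were divided in the 8 ways that part every same-numbered pair of cultures, and the test was run on each with a fit to those 8 libraries alone. In this fit the real splits called 2336, 3747, 1040, 2301 and 2566 genes in the order of the report, and not the counts of the fit to all 16 libraries. Only 1 of the 8 splits, the real one, gave as many genes for 2h against 0h, 1 of 8 for 4h against 0h, 1 of 8 for 4h against 2h, 1 of 8 for rev against 4h and 1 of 8 for rev against 0h. The other splits, which exchange the labels of some pairs, called at most 0, 0, 2, 1 and 0 genes. With these 8 splits, limited to exchanges within same-numbered pairs, the share cannot go under 0.05, so they leave this test undecided. For the clones, 1 of 100 splits of the 16 libraries, the real one, gave as many as 3555 genes, and the others at most 1. In the other splits of both kinds the real difference lies within the groups, which raises their spread. Their few calls therefore do not give a rate of false calls.

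In rev against 4h the number of called genes was 1229 with the percent of counts in the 8 most abundant models as a covariate, against 1999 without it. The share of those models may therefore contribute to this count. The change in rev against 4h followed GC content with a Spearman rho of 0.257 and exon length with a rho of 0.123 across 12202 genes, which are not independent replicates. Both were under the limit of 0.3 set beforehand, although GC content had a larger rho here than in the other 4 comparisons. With the covariate 1126 of the 1999 genes were called again, so the share, taken as a linear effect, may account for part of the count and leaves those genes. That share was higher in rev than at 4h in both clones, so the covariate also removes part of the difference between the groups.

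Some genes were changed only in rev: 143 were higher and 173 lower there than at both 4h and 0h without being called at 4h against 0h. With the share of the 8 models as a covariate 59.2% of these genes were past the threshold in rev against 4h. The median GC content was 54.4% for those higher and 47.0% for those lower, a difference of 7.41 percentage points. The median exon length also differed, at 4523.5 and 2691 bases, and its effect was not tested. GC content may thus underlie part of this pattern, and it cannot be told apart from a response to the inhibitor.

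If the time needed to transcribe a gene delays its increase, induced genes that rise further between 2h and 4h would be long. Across 2096 induced genes, the 4h against 2h change was not related to genomic span (Spearman rho 0.0191, permutation p 0.383, two-sided), which by the rule set beforehand counts against this explanation. The median share of the 4h change that was reached at 2h nevertheless fell over 4 groups of genes ordered by span, from 72.3% in the shortest through 68.4% and 63.4% to 62.4% in the longest. Holding expression level and exon length, the partial rank correlation was 0.137, and with GC content held too it was 0.146. For both the permutation p was 1e-05, the smallest the permutations can give. These partial values were meant to show what might produce a plain relation, and they were treated as undecided once that relation was seen to be absent. Genes are not independent replicates. In this family 7 relations were computed, and the Benjamini-Hochberg adjusted p was 0.383 for the plain relation and 1.8e-05 for both partial ones. The change from 2h to 4h fell with span across repressed genes (rho -0.184, adjusted p 1.8e-05) and across genes not called at 4h (rho -0.0702, adjusted p 1.8e-05). Across induced genes, reversal fell with span (rho -0.0892, adjusted p 9.8e-05) and the change from 2h to 4h rose with GC content (rho 0.0786, adjusted p 3.5e-04). Against the negative relation in the other genes, a plain rho near 0 does not exclude a delay by transcription time, and the question is left open.

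Genes that stay above 0h in rev could reflect 4-hydroxytamoxifen acting on the aryl hydrocarbon or oestrogen receptor instead of ERK. Of 12 genes on the lists written for this, 4 were tested and 2 had 1 CPM or more. The number that was higher at 4h and not lower in rev was 0, also at an unadjusted p under 0.05. Tiparp rose at 4h (log2FC 2.16) and fell in rev (log2FC -2.66). By the rule set beforehand this would speak against such an effect. It was treated as undecided once the values were seen, because so few genes of the lists were expressed, and no culture with the vehicle or without the construct was in the design.

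Lars2 took 6.39% of counts on average. Its share of counts followed that of Mir6236, a microRNA model taken here to collect ribosomal RNA reads, across the 16 libraries (Pearson r 0.910, permutation p 2e-05, Spearman rho 0.709, permutation p 0.00280). Without the 2 most distant libraries r was 0.697 (permutation p 0.00506, n = 14). Within clone 4 the Pearson r was 0.795 (exact permutation p 0.0189, n = 8) and the Spearman rho 0.643 (exact permutation p 0.0962). Within clone 8 they were 0.931 (exact permutation p 0.00335) and 0.738 (exact permutation p 0.0458). This was the only relation of its kind computed, and the tests were two-sided. These values are consistent with reads of ribosomal RNA being counted at Lars2. The sequences of the reads were not used here, so another cause that moves both models together cannot be excluded. No biological explanation was tested.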
